A study of Drosophila melanogaster with 6 samples. Its data were reported in "Disruption of tRNA biogenesis enhances proteostatic resilience, improves later-life health, and promotes longevity" (2024).

How the data were processed

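Midguts of female flies were analysed in 6 libraries, 3 from heterozygous Polr3D mutants and 3 from wild-type flies. Per the labels and the study's methods, RNA below 200 nucleotides was enriched by size selection and then demethylated before libraries were prepared and sequenced. The paper's reason is that Pol III products are short and often carry many modifications. Both steps act on class shares: size selection alters the recovery of RNAs by length, and incomplete demethylation lowers the counts of heavily modified tRNAs. The authors checked reads with FastQC, trimmed them with Cutadapt (version 2.10) and quantified them with Salmon (version 0.13.2) against a decoy-aware index of all annotated fly transcripts, coding and noncoding (BDGP6, release 32). They kept transcripts shorter than 300 bases. The deposited values are estimated counts (expected counts) per transcript, rounded to whole numbers by the authors and not normalised for depth. Salmon divides reads that match several transcripts among them, and nearly all tRNA sequence names are listed once, so a listed tRNA can stand for several genes and near-identical tRNAs can exchange reads. The exception is Lys-TTT-2, listed under 2 identifiers that can split its reads, and the second held counts in only 2 libraries (226 and 503).

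Groups were taken from the sample titles. The table held 531 transcripts, of which 527 were matched by identifier to the annotation (BDGP6, release 54, the same genome assembly) for symbol, class and coordinates, and 4 were not. The 85 nuclear tRNA transcripts carry 84 distinct sequence names, which stand for 290 annotated genes, 22 isotypes (initiator Met and selenocysteine included) and 45 anticodons. Nuclear tRNAs, 5S rRNA, 7SL, U6, U6atac and RNase P RNA were treated as Pol III products, and mitochondrial tRNAs as not Pol III products. The snoRNAs were placed with the remaining transcripts; the study counts several of them among Pol III targets, and these were not separated here. The 7SK and RNase MRP RNAs exceed 300 bases in the annotation and were not analysed here, nor were precursor tRNAs and mRNAs. Total counts ran from 13465392 to 16891428 per library. At this depth, counting error on a share of 1 library was small: the half-width of the 95% Wilson interval was at most 0.0225 percentage points for the 5S rRNA. Such intervals cover counting error only, since PCR copies are not independent molecules, and the spread between replicates was far larger. No pair of libraries in a group agreed within sampling noise (chi-square per degree of freedom from 212 to 1410), so none was treated as a second copy of another and each counted as 1 sample. This test does not show that the libraries are independent.

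Differential expression was tested in R (version 4.3.3) with edgeR (version 4.0.16): filterByExpr at its defaults (minimum count 10, minimum total count 15) kept 411 transcripts and removed 120, TMM factors were computed on these with the totals of the whole table, dispersions were estimated with a trend, and glmQLFit and glmQLFTest compared the genotypes with no other term. The threshold was a Benjamini-Hochberg adjusted p of 0.10, the false discovery rate used in the study. The standard error of a log2 fold change was derived from the F statistic. CPM values use the TMM-scaled totals. The share of calls among nuclear tRNAs was compared with that among all other transcripts by Fisher's exact test. The shift of the tRNA set was tested with camera from limma (version 3.58.1). Counts summed by isotype or anticodon were fitted alone with the factors of the transcript fit. Shares of counts per library were compared by exact permutation, where 3 libraries against 3 cannot go below a two-sided p of 0.1. All tests were two-sided.

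Both genotypes carry replicate numbers 1, 2 and 3 in their titles, which do not say whether same-numbered libraries were handled together, so the calls, the set shift, the sums, the named transcripts and the tRNA share of counts were also fitted with the replicate number as a block. The other class shares, the adjustment over tRNAs alone and the further set comparisons were not. Whether same-numbered libraries deviate together was checked by the correlation of their deviations from the group means on log2 CPM (prior count 2).

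The transcripts named in the text were set before the data were examined. They are the 4 tRNAs with the largest rise and the 4 with the largest fall, and the 2 other transcripts with the largest change in each direction, among those past the threshold whose 3 mutant values all lay on one side of the 3 wild-type values. Added to these, whatever their values, are tRNA-His, tRNA-Gln, 5S rRNA, 7SL, 7SK and U6, and up to 6 isotypes and anticodons. No nuclear tRNA fell past the threshold and no other transcript passed it, so those places stayed empty. Anything named outside this rule is said to have been.

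The alternatives tried were DESeq2 (version 1.42.0), which was the study's tool, limma-voom, DESeq2 size factors, total-count scaling, TMM over non-tRNA transcripts, other filters on low counts (none, or a mean count of at least 100), an adjusted p of 0.05, the removal of the 5 most abundant transcripts, the replicate block, an estimated inter-gene correlation in camera, mitochondrial tRNAs counted as tRNAs, and each library left out in turn. Added after seeing the data were edgeR's newer quasi-likelihood method, TMM over nuclear tRNAs only, TMM over mitochondrial tRNAs only, and sums fitted together with the non-tRNA transcripts. The scripts were first tested on simulated counts drawn from the means and library sizes of these data. With 200 transcripts changed by a log2 fold change of 1, of which 197 were among the 410 tested, edgeR recovered 95.4%, and 4.1% of its calls were false; DESeq2 recovered 93.5% of 200 and limma-voom 95.9% of 197. With no change simulated, 50 simulations gave a mean of 0.2 calls. The simulated changes were balanced between rises and falls, and each transcript was drawn independently. In the real data transcripts are correlated and nuclear tRNAs moved mostly upward, so these rates check the scripts and do not measure recovery or false calls here. Sequence composition was not tested.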

Results

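Short RNAs were profiled in midguts of female fruit flies (Drosophila melanogaster) to ask whether a partial loss of RNA polymerase III (Pol III) changes all of its products or mainly the tRNAs. Pol III is the enzyme that makes tRNAs, the 5S rRNA, the U6 spliceosomal RNA, the 7SL RNA of the signal recognition particle and a few other short noncoding RNAs. Polr3D encodes a subunit found only in this polymerase. The mutant flies carried 1 copy of Polr3D disrupted by a P-element insertion, and the comparison was with wild-type flies. There were 6 libraries, 3 from the Polr3D mutant and 3 from the wild type. Estimated counts over the listed transcripts, all shorter than 300 bases, totalled 14281566, 16891428 and 15643766 in mutant replicates 1, 2 and 3, and 13465392, 14553678 and 16830690 in wild-type replicates 1, 2 and 3. Library totals overlapped between the genotypes (exact permutation test, two-sided p = 0.7). Counts of Polr3D mRNA were not analysed here, so the genotype of each library rests on its label.

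The table listed 85 nuclear tRNA transcripts, 22 mitochondrial tRNAs, 11 5S rRNAs, 4 other Pol III transcripts (7SL, U6:96Ab, U6atac and RNase P RNA) and 251 small nucleolar RNAs (snoRNAs), with smaller classes making up the rest. Mitochondrial tRNAs are transcribed from the mitochondrial genome without Pol III. A single 5.8S rRNA transcript, which is not a Pol III product, took 37.0% ± 1.59 (SD, n = 3) of the counts in the mutant and 44.4% ± 0.621 (SD, n = 3) in the wild type. This difference of -7.34 percentage points was the largest of the classes tested, with all mutant libraries lower (exact permutation p = 0.1). Nuclear tRNAs took 15.3% ± 0.809 (SD, n = 3) of the counts in the mutant against 11% ± 0.321 (SD, n = 3) in the wild type, a difference of 4.32 percentage points. All 3 mutant libraries lay above all 3 wild-type libraries, and the two-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. With libraries paired by replicate number, the differences were 3.77, 4.39 and 4.80 percentage points, with an exact sign-flip p of 0.25, the smallest for 3 pairs. The 5S rRNAs took 22.8% ± 5.09 (SD, n = 3) against 19.4% ± 2.46 (SD, n = 3), a difference within the replicate spread (exact permutation p = 0.4). Mitochondrial tRNAs took 20.1% ± 3.38 (SD, n = 3) against 19.7% ± 2.39 (SD, n = 3), which also overlapped (exact permutation p = 0.9). The snoRNAs took 2.09% ± 0.121 (SD, n = 3) against 2.52% ± 0.107 (SD, n = 3), with all mutant libraries lower (exact permutation p = 0.1). Across the 7 classes tested this way, the lowest Benjamini-Hochberg adjusted value was 0.233. Shares of a total depend on each other, so a rise in one class lowers the others.

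**Figure D1:**
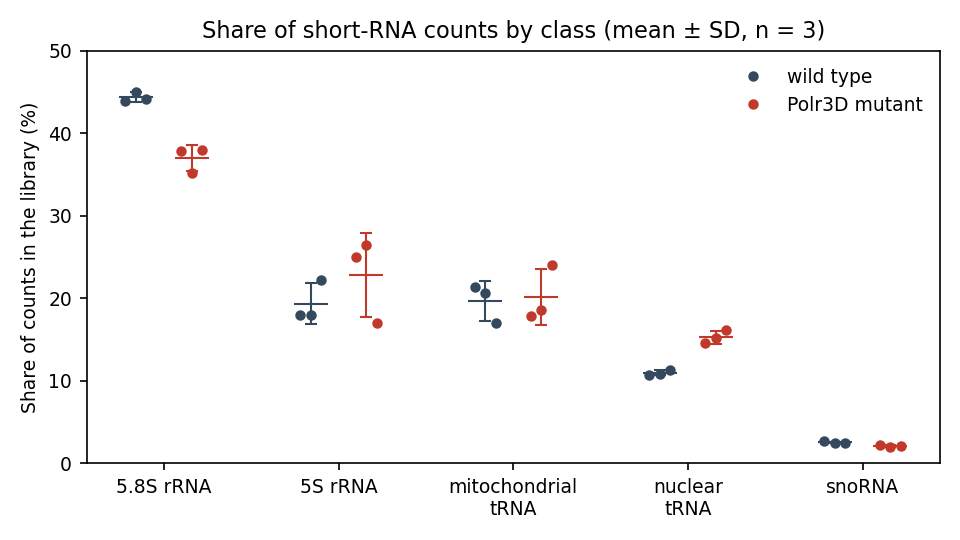
Share of all short-RNA counts in each library (vertical axis, %) for 5 RNA classes, with each library as a point and the mean ± SD of 3 libraries as a bar for wild type and Polr3D mutant. The nuclear tRNA points of the mutant (14.5 to 16.1%) lie above those of the wild type (10.7 to 11.3%), while the 5S rRNA and mitochondrial tRNA points overlap.

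Differential expression was then tested transcript by transcript with edgeR's quasi-likelihood test on 411 transcripts, with TMM scaling and a Benjamini-Hochberg adjusted p below 0.10. In this test 5 transcripts differed between the genotypes, all of them nuclear tRNAs and all higher in the mutant, out of 80 nuclear tRNAs tested. None of the 15 other transcripts classed here as Pol III products passed, with 5 at an unadjusted p below 0.05, and none of the 316 remaining transcripts passed, with 26 at an unadjusted p below 0.05. The remaining transcripts include 243 snoRNAs, some of which the study counts among Pol III targets and which were not separated here. Among nuclear tRNAs, 30 had an unadjusted p below 0.05, of which 28 were higher and 2 lower. When the adjustment was made over the 80 nuclear tRNAs alone, 24 passed, 22 higher and 2 lower. The share of transcripts called was 6.25 percentage points larger among nuclear tRNAs than among all other transcripts (Fisher's exact test, two-sided p = 0.000252). With the replicate number as a block, 14 transcripts passed, of which 12 were nuclear tRNAs, all higher, and the 5 calls of the fit without the block were among them. The difference in the share called was then 14.4 percentage points (Fisher's exact test, p = 9.44e-08). Fisher's test counts each transcript as an independent unit, which transcripts of the same libraries are not. Both of its p values can therefore overstate the evidence, and they describe these libraries only. Libraries with the same number did not deviate together from their group means: the mean correlation of same-numbered libraries was -0.16, the lowest of the 6 possible pairings. The DESeq2 Wald test, the kind of test used in the study, called 30 transcripts, of which 24 were nuclear tRNAs (22 higher, 2 lower), and these included the 5 called by edgeR. The number of calls moved most under a scaling on nuclear tRNAs alone, chosen after seeing the data, which gave 101 calls, 10 higher and 91 lower. The number of calls therefore depended on the method, and it fell to 0 with limma-voom, where 61 transcripts had an unadjusted p below 0.05.

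**Figure D2:**
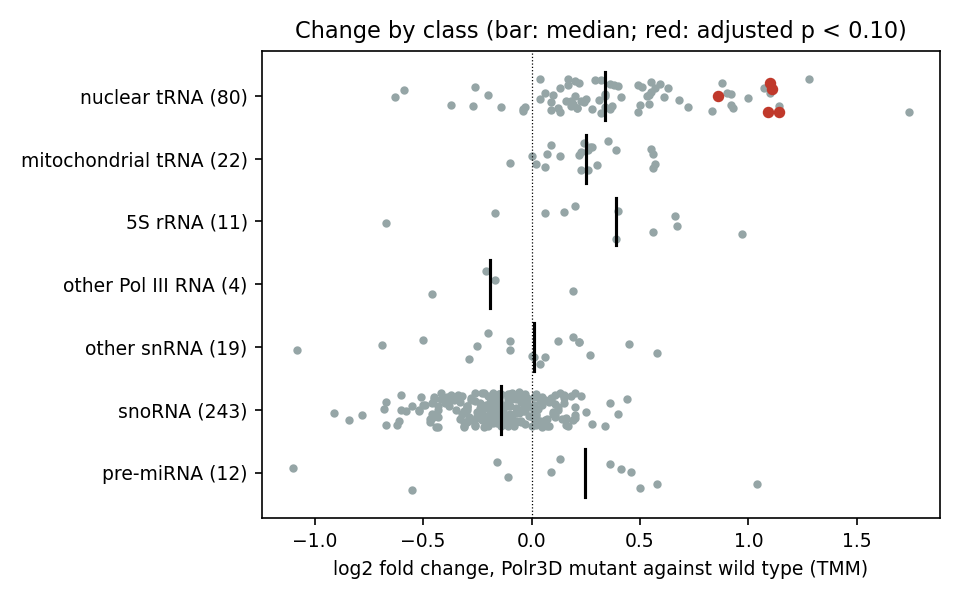
Change of each tested transcript (horizontal axis, log2 fold change of Polr3D mutant against wild type after TMM scaling) by RNA class, with 1 point per transcript, the class median as a black bar and transcripts with an edgeR adjusted p below 0.10 in red; the number tested is in brackets. The 5 red points are nuclear tRNAs, and the medians of nuclear tRNAs (0.34), mitochondrial tRNAs (0.25) and 5S rRNAs (0.39) lie above that of snoRNAs (-0.14).

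The 5 tRNAs past the threshold shared an edgeR adjusted p of 0.0933, or 0.0182 when adjusted over tRNAs alone, and in each the 3 mutant values lay above the 3 wild-type values. Each named sequence can stand for several identical genes, and the coordinates given are those of the listed copy on the BDGP6 assembly, in each case a tRNA gene of 1 exon. tRNA:His-GTG-1-1 (FBtr0087963; chromosome 2R, 12333926 to 12333997, minus strand; 5 identical genes) was the most abundant, with 30700 ± 2540 counts per 1000000 after TMM scaling (CPM; SD, n = 3) in the mutant and 14400 ± 4140 (SD, n = 3) in the wild type. Its log2 fold change was 1.10 with a standard error of 0.23. tRNA:Gln-CTG-3-1 (FBtr0077861; 2L, 2010869 to 2010940, minus strand; 1 gene) reached 1660 ± 476 CPM (SD, n = 3) against 754 ± 77.2 (SD, n = 3), a log2 fold change of 1.14 (SE 0.22). tRNA:Gln-CTG-2-1 (FBtr0070603; X, 3819699 to 3819770, plus strand; 5 genes) reached 2990 ± 867 CPM (SD, n = 3) against 1400 ± 167 (SD, n = 3), a log2 fold change of 1.09 (SE 0.23). tRNA:Glu-CTC-3-1 (FBtr0072682; 3L, 1379934 to 1380005, plus strand; 9 genes) reached 11200 ± 3350 CPM (SD, n = 3) against 5210 ± 605 (SD, n = 3), a log2 fold change of 1.11 (SE 0.24). tRNA:Arg-TCT-1-1 (FBtr0088087; 2R, 11652367 to 11652439, minus strand; 1 gene), named because it completed the 5 calls, reached 1380 ± 245 CPM (SD, n = 3) against 761 ± 46.8 (SD, n = 3), a log2 fold change of 0.86 (SE 0.16).

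The remaining tRNA-Gln sequences were also followed, since tRNA-His and tRNA-Gln were chosen for the study's northern blots. The paper lists its probes as made for tRNA:His-GTG-1-1 and tRNA:Gln-TTG-1-1. tRNA:Gln-TTG-1-1 had a log2 fold change of 1.28 (SE 0.32, edgeR adjusted p = 0.125), and tRNA:Gln-TTG-2-1 one of 1.14 (SE 0.32, adjusted p = 0.162). Both passed with the replicate block (log2 fold changes 1.21 and 1.09, adjusted p = 0.0262 for each), where same-numbered libraries had a mean correlation of -0.16, and with DESeq2 (adjusted p = 0.00208 and 0.00989). tRNA:Gln-CTG-1-1 had 0.88 (SE 0.27, adjusted p = 0.193). It passed with DESeq2 (log2 fold change 0.93, adjusted p = 0.0186) but not with the replicate block (0.91, adjusted p = 0.191). The most abundant of them, tRNA:Gln-CTG-4-1, had 10100 ± 2640 CPM (SD, n = 3) in the mutant and 8010 ± 1160 (SD, n = 3) in the wild type, which overlapped, with a log2 fold change of 0.34 (SE 0.21, adjusted p = 0.458). Reads can be shared between sequences with the same anticodon, whose similarity was not tested here, so the division of reads among the Gln-CTG and among the Glu-CTC sequences is treated as uncertain.

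**Figure D3:**
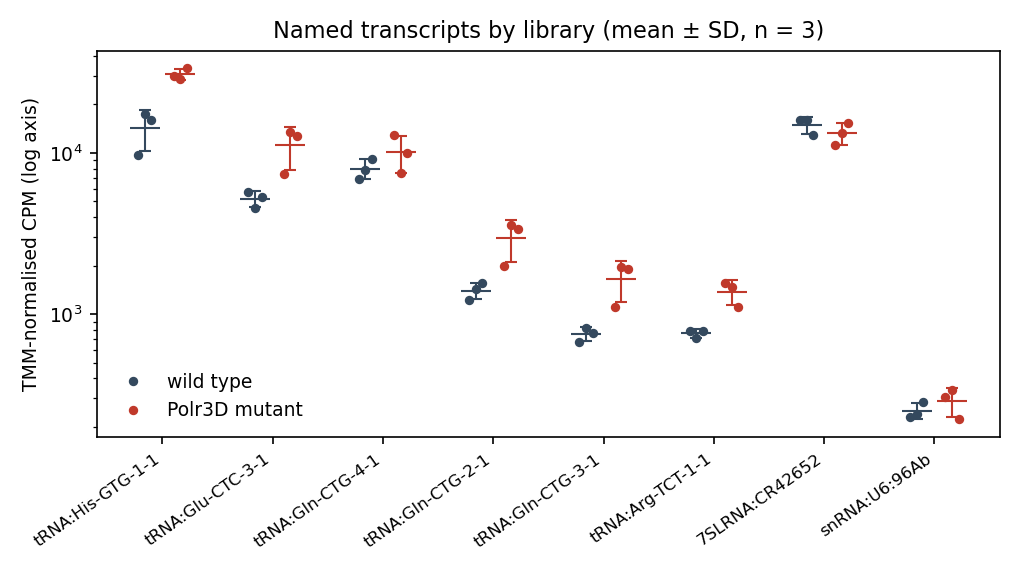
Abundance of 8 named transcripts in each library (vertical axis, TMM-normalised CPM, log axis), with points for libraries and bars for the mean ± SD of 3 libraries in wild type and Polr3D mutant. Mutant and wild-type points are separated for His-GTG-1-1, Glu-CTC-3-1, Gln-CTG-2-1, Gln-CTG-3-1 and Arg-TCT-1-1, and overlap for Gln-CTG-4-1, 7SL and U6:96Ab.

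Among the other Pol III products, the 5S rRNA listed as CR33434 (FBtr0086426; 2R, 19736248 to 19736382, minus strand) held nearly all 5S counts, with 242000 ± 57300 CPM (SD, n = 3) in the mutant and 183000 ± 30600 (SD, n = 3) in the wild type. Its log2 fold change of 0.40 (SE 0.22, edgeR adjusted p = 0.414) was within the replicate spread. Other listed 5S rRNAs, named after their values were seen, passed in alternative fits: CR33366 with the replicate block (log2 fold change 1.02, edgeR adjusted p = 0.0308; mean correlation of same-numbered libraries -0.16), and CR33366 and CR33441 with DESeq2 (0.99 and 0.71, adjusted p = 0.091 and 0.0986). The 5S rRNAs are a multigene family in which reads can be shared, so single members are uncertain. The median log2 fold change of the 11 5S rRNAs was 0.39, no smaller than that of the nuclear tRNAs, and 9 of the 11 were higher. However, mutant and wild-type libraries overlapped in all 11, while they were fully separated in 32.5% of nuclear tRNAs. Some of the 11 held few counts, such as CR33405 with 0.669 CPM in the mutant and 0.578 in the wild type. Whether 5S and tRNAs differ was not tested. U6:96Ab (FBtr0084651; 3R, 24556692 to 24556798, plus strand) had 288 ± 59.2 CPM (SD, n = 3) against 251 ± 28.3 (SD, n = 3), a log2 fold change of 0.19 (SE 0.17, adjusted p = 0.59). 7SL (FBtr0302398; 3R, 6820131 to 6820429, minus strand) had 13300 ± 2050 CPM (SD, n = 3) against 14900 ± 1770 (SD, n = 3), a log2 fold change of -0.17 (SE 0.17, adjusted p = 0.623). The 7SK RNA was not analysed here.

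As a group, nuclear tRNAs stood higher relative to the rest of the table. After TMM scaling 70 of the 80 were higher in the mutant and 10 were lower, although only 47 were higher and 33 lower when libraries were scaled on mitochondrial tRNAs. The median log2 fold change of nuclear tRNAs exceeded that of all other transcripts by 0.45 (camera gene set test, p = 1.57e-20 with its default inter-gene correlation of 0.01). With the correlation estimated from the data, at 0.037, the p was 0.00238. With the replicate block the difference was 0.43 (p = 5.21e-21), beside the mean correlation of -0.16 between same-numbered libraries. In 24 nuclear tRNAs all 3 mutant values exceeded all 3 wild-type values and in 2 the reverse held, together 32.5% of those tested, where 10% is given by chance. The median of the mitochondrial tRNAs, which Pol III does not make, was also higher than that of the remaining transcripts that are not nuclear tRNAs, by 0.37, but their estimated inter-gene correlation was 0.421 and the p was 0.0831 with it (camera over transcripts, n = 22 in the set and n = 309 outside it; p = 5.59e-10 at the default correlation). Nuclear tRNAs exceeded mitochondrial tRNAs by 0.09, which was not told apart from no difference (camera over transcripts, n = 80 and n = 22, p = 0.283 at the default and 0.412 with the estimated correlation). Transcripts are not independent replicates, and camera allows for this only through the inter-gene correlation.

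To see whether the changes fell on particular tRNA families, counts were summed over the sequences of each isotype, the tRNAs that carry the same amino acid, and of each anticodon. Of 22 isotypes, 9 passed an edgeR adjusted p of 0.10, all higher in the mutant. The 6 with the smallest p were His, with a log2 fold change of 1.10 (SE 0.19, adjusted p = 3.17e-06), Asp with 1.10 (SE 0.23, adjusted p = 6.14e-05), Pro with 0.91 (SE 0.23, adjusted p = 0.00127), Glu with 0.62 (SE 0.18, adjusted p = 0.00497), Arg with 0.68 (SE 0.22, adjusted p = 0.0116) and initiator Met with 0.61 (SE 0.21, adjusted p = 0.0136). All 3 mutant libraries were above all 3 wild-type libraries in each of these but initiator Met. Summed tRNA-Gln rose from 10700 ± 1450 CPM (SD, n = 3) to 16000 ± 1180 (SD, n = 3), a log2 fold change of 0.58 (SE 0.21, adjusted p = 0.0208). These small tables gave no estimate of variation in spread between isotypes, so their p values rest on 1 shared spread; fitted together with the non-tRNA transcripts, the adjusted p was 0.00933 for His and 0.0127 for Gln, and 11 isotypes passed. With the replicate block 10 isotypes passed, with an adjusted p of 8.24e-05 for His and 0.0218 for Gln. The His sum holds 1 sequence and so repeats tRNA:His-GTG-1-1, whose adjusted p over all transcripts was 0.0933. Scaling on mitochondrial tRNAs, chosen after seeing the data, moved the isotypes most: 2 passed, and His kept a log2 fold change of 0.85 (adjusted p = 0.049) while summed Gln had 0.34 (adjusted p = 0.559). Gln-CTG held 14800 of the 16000 CPM of the Gln sum in the mutant, so this sum says little about Gln-TTG. The blotted sequence, tRNA:Gln-TTG-1-1, had a log2 fold change of 1 under this scaling (edgeR adjusted p = 0.095 over all transcripts). For tRNA:Gln-TTG-2-1 it was 0.86 (adjusted p = 0.153).

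Of 45 anticodons, 19 passed the same edgeR threshold, 18 higher and 1 lower, and 14 passed with the replicate block, 13 higher and 1 lower. The 6 with the smallest p were Gln-TTG with a log2 fold change of 1.26 (SE 0.20, adjusted p = 1.94e-07), His-GTG with 1.10 (SE 0.23, adjusted p = 0.000117), Asp-GTC with 1.10 (SE 0.26, adjusted p = 0.00045), Arg-CCT with 1.10 (SE 0.26, adjusted p = 0.00045), Arg-TCT with 0.86 (SE 0.22, adjusted p = 0.000992) and Pro-TGG with 1.0 (SE 0.27, adjusted p = 0.00198). As for the isotypes, these p values rest on 1 shared spread; fitted together with the non-tRNA transcripts, the adjusted p was 0.0181 for Gln-TTG, 0.0178 for His-GTG, 0.0181 for Asp-GTC, 0.0258 for Arg-CCT, 0.0178 for Arg-TCT and 0.0181 for Pro-TGG, and 20 anticodons passed. Mutant and wild-type libraries were fully separated in each of these but Arg-CCT. The anticodon that fell was Ala-TGC, named after its values were seen, with a log2 fold change of -0.61 (SE 0.18, adjusted p = 0.00418, or 0.0198 in the joint fit) and all mutant libraries below all wild-type libraries. The count of anticodons moved most under scaling on nuclear tRNAs alone, where 6 passed, 5 higher and 1 lower.

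**Figure D4:**
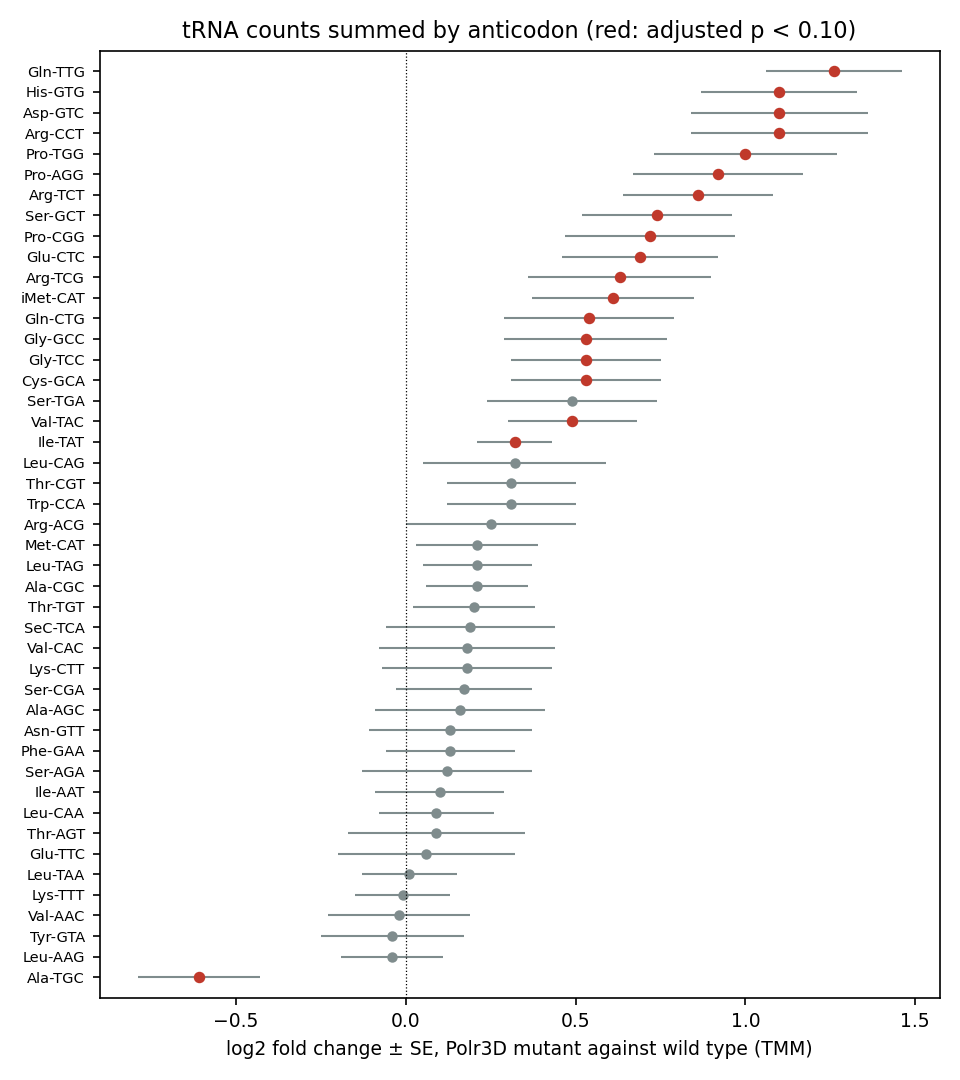
Change of tRNA counts summed by anticodon (horizontal axis, log2 fold change of Polr3D mutant against wild type after TMM scaling, ± SE from the edgeR fit), with 1 row for each of 45 anticodons and red points for an adjusted p below 0.10. Gln-TTG sits highest at 1.26, and Ala-TGC is the only red point below 0, at -0.61.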

Values the study reported

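The study called short RNAs at a 10% false discovery rate. It described extensive changes of tRNAs in the mutant fly gut, most of them increases, with limited or no effects on other Pol III products. By quantitative PCR it found less tRNA-His precursor, a form not analysed here, in the mutant gut. The sequencing reads also held less of this precursor but more mature tRNA-His. The paper infers compensation for partly lost Pol III activity, for example by slower tRNA breakdown. Precursors of a tRNA-Ile and a tRNA-Leu did not change significantly, so it proposes that feedback may not alone explain the tRNA differences. On northern blots of fly guts covering a tRNA-His and a tRNA-Gln, it gave p = 0.035 for mutant against wild type from a one-tailed comparison within a linear model whose own genotype effect had p = 0.07.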

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

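The 5 called tRNAs stayed higher in the mutant under every alternative run on single transcripts, but the number of transcripts called moved a great deal. The 5 calls shared an adjusted p of 0.0933, close to the threshold. Where no cause is given below, the cause was not tested.

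The DESeq2 Wald test called 30 short RNAs (26 higher, 4 lower), made up of 24 nuclear tRNAs, 2 other Pol III RNAs, both 5S rRNAs, and 4 remaining transcripts (snoRNAs, mitochondrial tRNAs and the like). The fit with the replicate block called 14, made up of 12 nuclear tRNAs, 1 other Pol III RNA, a 5S rRNA, and 1 remaining transcript. With DESeq2 size factors in edgeR there were 10 calls, all 10 nuclear tRNAs, and with TMM over non-tRNA transcripts there were 11, all 11 nuclear tRNAs. With no filter on low counts there were 16 calls, of which 15 were nuclear tRNAs and 1 was a remaining transcript. Calls fell to 0 short RNAs and 0 tRNAs with limma-voom (61 transcripts and 28 tRNAs at an unadjusted p below 0.05), with a mean count of at least 100 (56 and 28), with an adjusted p below 0.05 (61 and 30) and without the 5 most abundant transcripts (58 and 28). The difference in the share called was then 0 percentage points in each of these 4 settings. In the limma-voom setting and without the 5 most abundant transcripts the 5 tRNAs had adjusted p values of 0.119 and 0.128, so their loss is a small step across the threshold.

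Scaling by total counts lowered the median log2 fold change of all transcripts by a shift of -0.17 and called 16 short RNAs (8 higher, 8 lower, against 5 higher and 0 lower with TMM), of which 10 were nuclear tRNAs (8 higher, 2 lower) and 6 were remaining transcripts, all lower. Isotype calls were then 5 and anticodon calls 10, and summed tRNA-Gln had a log2 fold change of 0.42 (adjusted p = 0.109).

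The scalings on 1 class of tRNA were chosen after seeing the data. TMM over nuclear tRNAs only, a shift of -0.27, holds the typical tRNA near 0 and called 101 short RNAs (10 higher, 91 lower): 13 nuclear tRNAs (10 higher, 3 lower), 4 other Pol III RNAs and 84 remaining transcripts, these 4 and 84 all lower. The difference in the share called reversed to -10.3 percentage points (Fisher's exact test, p = 0.0601), 7SL passed the threshold as lower (log2 fold change -0.45, adjusted p = 0.0843, where it had 0.623 with TMM), U6:96Ab reversed to a log2 fold change of -0.07, isotype calls were 3, anticodon calls 6 and summed tRNA-Gln 0.30 (adjusted p = 0.513). TMM over mitochondrial tRNAs only, a shift of -0.24, called 9 short RNAs (6 higher, 3 lower), of which 7 were nuclear tRNAs (6 higher, 1 lower) and 2 were remaining transcripts. U6:96Ab reversed to -0.03, isotype calls were 2, anticodon calls 8 and summed tRNA-Gln 0.34 (adjusted p = 0.559). Of the 5 calls, only Arg-TCT-1-1 was lost (log2 fold change 0.64, adjusted p = 0.193; over all its alternatives the adjusted p ran from 8.23e-05 to 0.318).

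Across the 6 fits that each left out 1 library, short RNA calls ran from 0 to 47, tRNA calls from 0 to 20, calls of other Pol III RNAs from 0 to 6, calls of remaining transcripts from 0 to 21, anticodon calls from 12 to 19, and the difference in the share called from 0 to 16.7 percentage points. The highest counts of short RNAs came without mutant replicate 3, where 27 of the 47 were higher and 20 lower, and where the 5S rRNA CR33434 passed (log2 fold change 0.60, adjusted p = 0.0803). All 5 called tRNAs stayed higher in each of these fits but lost the adjusted threshold whenever a wild-type library or mutant replicate 2 was left out, and His-GTG-1-1 also lost it without mutant replicate 1.

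tRNA-His kept its direction in all alternatives, with log2 fold changes from 0.80 to 1.26. Its side of the threshold depended on the table it was tested in. Tested among the isotype sums it passed in all 16 alternatives run (adjusted p from 1.76e-07 to 0.049), but limma-voom was not run there and the TMM fit of the sums rests on 1 shared spread. As His-GTG-1-1 among all transcripts, where the counts are the same, the adjusted p ran from 8.23e-05 to 0.318. The excess of nuclear tRNAs over all other transcripts was 0.36 to 0.47 over its 14 alternatives, with camera p from 9.35e-23 to 0.00238. The scalings among them move all transcripts nearly alike and can alter it little. It was 0.45 to 0.46 under them, and 0.45 without the 5 most abundant transcripts. The tRNA share of counts was higher by 3.90 to 9.41 percentage points in its 9 alternatives, where no p could fall below 0.1. For the 12 named transcripts, 227 comparisons with alternatives gave 164 with the same direction and side of the threshold, 42 weaker, 19 stronger and 2 reversed. With 3 libraries in each group, the spread of class shares between replicates was larger than their counting error. What limits the number of calls was not tested.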

Other observations

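The tests of mitochondrial tRNAs, snoRNAs, library size and shared reads in this part were chosen only after the results they bear on were seen, as was the naming of Ala-TGC, of the U5 transcript and of the unmatched identifier.

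Mitochondrial tRNAs, which are not made by Pol III, moved in the same direction as nuclear tRNAs, though less surely. After TMM scaling 21 of 22 mitochondrial tRNAs were higher in the mutant, with a median log2 fold change of 0.25, and 5 had all mutant values above all wild-type values (22.7%, where 10% is given by chance), although none passed the adjusted threshold and only 3 had an unadjusted p below 0.05. Under scaling by total counts 15 of the 22 were higher, and under scaling on nuclear tRNAs 7 of the 22 were higher, a flip that follows from that scaling, which moves the median of all transcripts by -0.27, and that does not bear on how sure the rise is. Against the other transcripts that are not nuclear tRNAs, their excess of 0.37 had a camera gene set p of 0.0831 with the estimated correlation of 0.421, and their share of counts did not differ (exact permutation p = 0.9). The median of nuclear tRNAs exceeded theirs by 0.09 (camera over transcripts, n = 80 and n = 22, p = 0.283), so a change in the recovery of tRNAs as molecules, for example in demethylation or adapter ligation, could account for the shift of the typical nuclear tRNA. This explanation cannot be set aside with these data. It reaches less far for the largest changes: the highest log2 fold change of a mitochondrial tRNA was 0.57, and with libraries scaled on mitochondrial tRNAs, tRNA:His-GTG-1-1 still had 0.85 and tRNA:Gln-CTG-3-1 0.86 (edgeR adjusted p = 0.0887 for both, where all alternatives ran from 8.23e-05 to 0.318). A shared recovery effect may therefore lie under the broad shift, with a further rise of some nuclear tRNAs on top. That reading is a hypothesis, and unequal recovery of differently modified tRNAs was not tested. Mitochondrial tRNAs are also an uncertain reference, since their share differed between libraries in a way that does not follow the genotype. It was lowest in mutant replicates 1 and 2 and wild-type replicate 3.

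Other technical explanations of the set shift were weighed. If shorter RNAs had been recovered better in the mutant libraries, fold change would fall with length among the other transcripts. Across 330 transcripts that are not nuclear tRNAs, Spearman's rho was -0.10 (100000 permutations, p = 0.0589), and across 243 snoRNAs it was 0.14 (p = 0.0315), the opposite direction; transcripts are not independent replicates. Against non-tRNA transcripts of 60 to 100 bases, nuclear tRNAs were still higher by 0.47 (camera over transcripts, n = 80 and n = 132, p = 1.67e-14 at the default and 0.00387 with the estimated correlation). That background includes snoRNAs, so a fall of snoRNAs could produce this difference too. Mitochondrial tRNAs exceeded the other transcripts of this length by 0.41 (camera, n = 22 and n = 110, p = 2.47e-11 at the default and 0.052 with the estimated correlation). Library totals overlapped between the genotypes (exact permutation p = 0.7), a test that cannot go below 0.1 with 3 libraries against 3. Removing the 5 most abundant transcripts left the shift at 0.45 (camera over transcripts, n = 79 in the set, p = 1.26e-20). Neither of these is informative as a test, since library size and a few abundant transcripts act through the scaling, which moves all transcripts alike and leaves a difference of medians nearly as it was (0.45 to 0.46 under the scalings it was run with). The tests of length do not settle the question, since rho was -0.10 over all non-tRNA transcripts, in the predicted direction, and 0.14 across snoRNAs. The recovery of all tRNAs also remains as an explanation.

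The background of the set shift is mostly snoRNAs, 243 transcripts of which 186 were lower, and 41 of them (with 2 the other way, together 17.7%, where 10% is given by chance) had all mutant values below all wild-type values. Among transcripts that are not nuclear tRNAs, snoRNAs were lower than the rest by a difference of -0.25 (camera over transcripts, n = 243 and n = 88, p = 0.0231 with the estimated correlation). A fall of snoRNAs could therefore make up part of the shift. Against the transcripts that are neither tRNAs nor snoRNAs, nuclear tRNAs were higher by 0.31, less than 0.45 (camera over transcripts, n = 80 and n = 66, p = 0.0189 with the estimated correlation), and mitochondrial tRNAs by 0.21 (n = 22 and n = 66, p = 0.277). A fall of snoRNAs thus does not cover the whole of the shift of nuclear tRNAs. The median of the 5S rRNAs (0.39) was no lower than that of nuclear tRNAs (0.34), although the genotypes overlapped in every 5S rRNA. The median of microRNA precursors (0.25) equalled that of mitochondrial tRNAs, and counts that sum to a total cannot say which classes rose and which fell.

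Base composition and sequence variants between the strains were not tested.

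The labels were compared with the other ways of dividing the 6 libraries into 3 and 3. Of the 10 splits, 4 part every same-numbered pair as the real one does, and the other 6 part 1 such pair. Among the 4, only 1, the real split, gave as many short RNA calls (5), tRNA calls (5), isotype calls (9), anticodon calls (19) or a set shift with so small a p, and the same held among all 10. The smallest share these splits allow is 1 of 10, or 1 of the 4, so chance cannot be excluded this way. The other 9 splits gave 0 short RNA calls, with up to 41 transcripts at an unadjusted p below 0.05, at most 3 isotype calls and at most 1 anticodon call. The camera test at its default correlation gave a p below 0.05 in 8 of those 9 splits, down to 1.94e-10. Each of those splits sets unequal numbers of mutant libraries on its sides and so keeps part of the genotype difference. These p values therefore cannot by themselves show whether the p of 1.57e-20 in the real split overstates the evidence. With the correlation estimated, the lowest p of the other splits was 0.106 against 0.00238 for the real one, and their largest shift was 0.20 in size against 0.45.

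Only an exchange of reads within an anticodon was examined, since an exchange between anticodons would change the anticodon sum. Sequence similarity was not tested. Reads shared between near-identical tRNAs of the same anticodon could move counts from one sequence to another but leave that sum unchanged. This can be examined for the 3 called tRNAs that make up under 90% of their anticodon sum, namely Gln-CTG-2-1 (17.5%), Gln-CTG-3-1 (9.63%) and Glu-CTC-3-1 (32.3%). The anticodon sum was higher past the threshold for all 3 of them, so an exchange within the anticodon does not by itself produce the rise of the sums. It can still have enlarged the change of single sequences: Gln-CTG as a sum rose by a log2 fold change of 0.54, less than the 1.09 and 1.14 of the called sequences, and its most abundant member by 0.34. His-GTG-1-1 and Arg-TCT-1-1 are 100% and 99.9% of their sums, so the test says nothing about them. How far a tRNA moved was unrelated to the number of genes that encode it (Spearman's rho = -0.05 across 80 tRNAs, 100000 permutations, p = 0.638).

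The fall of Ala-TGC rested on both of its sequences, tRNA:Ala-TGC-1-1 (chromosome 2R, 17391774 to 17391845, minus strand) and tRNA:Ala-TGC-2-1 (2R, 17392215 to 17392286, plus strand), which are single genes of 1 exon lying close together on opposite strands. Their counts were 203 ± 35.5 against 316 ± 41.6 CPM and 223 ± 39.3 against 335 ± 38.8 CPM (mutant against wild type, SD, n = 3), with all 3 mutant libraries below all 3 wild-type libraries in each. The log2 fold changes were -0.63 and -0.59, with edgeR adjusted p values of 0.125 and 0.162 over all transcripts and 0.0243 and 0.0315 over tRNAs alone, and both stayed negative under the 6 scalings run. DESeq2 called both. An exchange of reads between the pair would leave their sum as it was, and the sum fell too (-0.61). A sequence variant at this locus in one of the strains was not tested. Under each of the 6 scalings, Ala-TGC was the single anticodon lower past the threshold, with adjusted p values from 0.00201 to 0.0107.

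A difference between libraries that does not follow the genotype was seen in 5S rRNA and a U5 spliceosomal RNA, U5:63BC. The 5S share was 25.0, 26.5 and 17.0% in mutant replicates 1, 2 and 3 and 17.9, 18.0 and 22.2% in wild-type replicates 1, 2 and 3. The U5:63BC share was 0.382, 0.358 and 0.216% in the mutant and 0.235, 0.234 and 0.314% in the wild type, in the same order. The half-widths of the 95% Wilson intervals were at most 0.0225 and 0.0032 percentage points, so these differences exceed counting error. Mutant replicates 1 and 2 and wild-type replicate 3 were thus high in both 5S rRNA and U5:63BC. The same 3 libraries were highest for U6:96Ab (304, 337 and 222 CPM in the mutant, 231, 239 and 284 in the wild type). They were also highest in the share of tRNA:Glu-CTC-2-1 (1.4, 1.63 and 1.06% in the mutant, 1.07, 1.07 and 1.14% in the wild type). No explanation was tested.

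Of the 4 identifiers without a match in the annotation used, FBtr0075835 had counts of 24664, 23310 and 29026 in the mutant and 23442, 17072 and 22873 in the wild type. Its identity was not analysed here.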
